# Muscle regeneration in dystrophin-deficient *mdx *mice studied by gene expression profiling

**DOI:** 10.1186/1471-2164-6-98

**Published:** 2005-07-13

**Authors:** R Turk, E Sterrenburg, EJ de Meijer, G-JB van Ommen, JT den Dunnen, PAC 't Hoen

## Abstract

**Background:**

Duchenne muscular dystrophy (DMD), caused by mutations in the dystrophin gene, is lethal. In contrast, dystrophin-deficient *mdx *mice recover due to effective regeneration of affected muscle tissue. To characterize the molecular processes associated with regeneration, we compared gene expression levels in hindlimb muscle tissue of *mdx *and control mice at 9 timepoints, ranging from 1–20 weeks of age.

**Results:**

Out of 7776 genes, 1735 were differentially expressed between *mdx *and control muscle at at least one timepoint (p < 0.05 after Bonferroni correction). We found that genes coding for components of the dystrophin-associated glycoprotein complex are generally downregulated in the *mdx *mouse. Based on functional characteristics such as membrane localization, signal transduction, and transcriptional activation, 166 differentially expressed genes with possible functions in regeneration were analyzed in more detail. The majority of these genes peak at the age of 8 weeks, where the regeneration activity is maximal. The following pathways are activated, as shown by upregulation of multiple members per signalling pathway: the Notch-Delta pathway that plays a role in the activation of satellite cells, and the Bmp15 and Neuregulin 3 signalling pathways that may regulate proliferation and differentiation of satellite cells. In DMD patients, only few of the identified regeneration-associated genes were found activated, indicating less efficient regeneration processes in humans.

**Conclusion:**

Based on the observed expression profiles, we describe a model for muscle regeneration in *mdx *mice, which may provide new leads for development of DMD therapies based on the improvement of muscle regeneration efficacy.

## Background

Duchenne muscular dystrophy (DMD) is caused by mutations in the gene encoding dystrophin, a subsarcolemmal protein functioning within the dystrophin-associated glycoprotein complex (DGC)[1,2]. This complex connects the intracellular cytoskeleton to the extracellular matrix. The DGC is concentrated at the Z-lines of the sarcomere and confers the transmission of force across the muscle fibre[3]. Disruption of this link results in membrane instability, which eventually leads to sarcolemmal ruptures[4,5]. Influx of extracellular calcium alters molecular processes like muscle contraction and activates proteolytic activity. Affected muscle fibres become necrotic or apoptotic, and release mitogenic chemoattractants, which initiate inflammatory processes [6-8]. Cycles of degeneration and regeneration eventually lead to irreversible muscle wasting and replacement by fibrotic and adipose tissue.

Muscle has the potential to regenerate by activation of undifferentiated myogenic precursor cells (satellite cells), which are normally quiescent and situated between the basal membrane and the myofibers[9,10]. Upon activation, satellite cells proliferate and divide asymmetrically, with the daughter cells having divergent cell fates[11]. Only one of the daughter cells differentiates, progresses towards the myoblast-stadium, and subsequently fuses with other myoblasts or with damaged muscle fibres to induce muscle fibre repair. The other daughter cell remains in a proliferating state or returns to quiescence[12]. Genetic mutations responsible for DMD are also present in satellite cells. Hence, the ability to restore normal muscle function remains obstructed. A small number of muscle fibres are able to produce functional dystrophin, mostly due to secondary mutations in myogenic precursor cells which restore the reading frame[13]. However, these so-called revertant fibres are in a too small minority to alleviate the pathology of the dystrophin-deficiency. Exhaustion of the satellite cell pool due to degeneration and regeneration cycles is thought to critically contribute to the disease[14].

The *mdx *mouse model for DMD has a spontaneous mutation in exon 23 of the Dmd gene, introducing a premature stopcodon[15,16]. The pathology of the *mdx *mouse is characterized by histologically well-defined stages with similarity to the human pathology. Neonatal muscle tissue appears to be unaffected. Necrotic or apoptotic processes in combination with inflammation emerge at approximately 3 weeks of age[15]. Regeneration processes are initiated around the age of 6 weeks and continue while alternating with ongoing degeneration until 12 weeks of age [17-19]. Contrary to the lethal human pathology, the *mdx *mouse somehow recovers from the progressive muscle wasting, and does not show the accumulation of connective and adipose tissue[17,20]. However, *mdx *mice do show a decline in their regeneration capacity at advanced age (>65 weeks), while necrotic processes persist[21]. Since the degeneration processes are similar to those seen in human pathology, the regenerational differences may hold one of the clues of restoration of proper muscle function.

Although previous studies have studied gene expression levels in the *mdx *mouse [22-27], regeneration processes were not studied in full detail. We studied the regeneration process through genome-wide monitoring of gene expression levels[28] in healthy control and *mdx *mice at 9 time points from 1 to 20 weeks of age, while putting emphasis on time points where regenerative activity is maximal (6–12 weeks), a period which was not analysed in detail in a previous time course study[23]. According to the temporal gene expression profiles, we determined which pathways are active during regeneration with respect to normal muscle aging. The majority of identified genes presented in this study have not been described before and provide a substantial addition to the elucidation of the temporal phasing of degeneration and regeneration. By careful annotation based on existing literature, new light is shed on the pathology and subsequent recovery in the *mdx *mouse. Furthermore, we compared gene expression profiles to those of human DMD patients and found only modest overlap in regeneration-associated genes. This confirms that regeneration is no longer an active process at the age at which the patients were profiled (5–12 years old).

## Results and discussion

### Global comparison of *mdx *and control mice

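Hindlimb muscle RNA was compared on 36 oligonucleotide microarrays, from 36 mice, with 2 mdx and 2 control animals at each of 9 ages (1, 2.5, 4, 6, 8, 10, 12, 14 and 20 weeks). Each array held RNA of 1 strain at 2 successive ages, or at 20 and 1 weeks, so that 18 arrays closed a loop over age in mdx mice and 18 in control mice. The authors subtracted local background from median spot intensities and normalized all arrays together by variance stabilization, and the deposited ratios are on the natural log scale. No array carried both strains. The ratios therefore give the change with age in each strain and the difference between the strains in that change, which is the paper's profile scaled to the first time point. They do not give the difference in level between mdx and control mice at an age. The duplicate spots were averaged to 6764 probes with a gene name and fitted with limma, with age within strain, a dye term for each strain and a covariance for arrays that share an animal. Changes are natural log differences, a scale that the paper states for high intensities. A small change of a gene near background is therefore not evidence of no change. A probe was called at an adjusted p under 0.05 by the method of Benjamini and Hochberg. The median standard error of the change from 1 to 8 weeks, mdx minus control, was 0.36. For a given gene it was lower at 2.5 and 20 weeks, which share arrays with 1 week. In simulated data, 24 of 66 probes with a 4-fold difference and 1 of 67 with a 2-fold difference were called at 8 weeks, so the number of arrays limits the precision. The mdx mice came from a cross with other strains, and the difference between strains holds this background as well as the dystrophin mutation.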

Gene expression levels were determined in hindlimb muscle tissue from *mdx *and control mice at 9 time points, ranging from 1 to 20 weeks. Differential gene expression levels were calculated per time point by subtraction of the average normalized intensities of control samples from those of the *mdx *samples to correct for normal aging processes. The effects of the normal aging processes on gene expression are relatively minor, and are discussed below. 

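In control mice, Kcne1l had the largest range over ages among the genes that passed (3.13). Dlk1, an imprinted gene active in foetal and newborn muscle, was highest at 1 week and lowest at 8 weeks, with a range of 3.09 (adjusted p = 1.3e-08 from limma, 2 animals per age), and the imprinted genes Mest and Meg3 were highest at 1 week and lowest at 10 weeks (ranges 2.37 and 2.30). Casq2, the calsequestrin of slow fibres, had a range of 2.59 and the calcium release channel gene Ryr3 of 2.50, both highest at 1 week, and the muscle LIM protein gene Csrp3 had a range of 2.34 with its lowest value at 6 weeks. The remaining genes of the 10 largest ranges were Klf9, a transcription factor (2.63), Ccn2, a matrix growth factor (2.52), and Cks1b, which binds cyclin-dependent kinases (2.43). In all, 311 of 6764 probes changed with age in control mice and 86 in mdx mice (1073 and 871 at an unadjusted p under 0.05). With every array scaled to the same spread the counts were 162 and 413. Without replicate A of the control mice at 1 week the adjusted p was 0.0861 for Klf9, 0.0510 for Ryr3, 0.131 for Cks1b and 0.0673 for Csrp3. Without replicate B it was 0.263 for Ccn2 and 0.331 for Mest, and the control count was 88, and without replicate B at 20 weeks it was 588. The mdx count was 39 without replicate A of the mdx mice at 20 weeks, 244 without replicate B at 8 weeks and 6 without a dye term, where the control count was 55.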

Statistical significance was calculated per time point by performing a Student's *t*-test. Differential gene expression was considered significant when p-values were lower than 0.05 after applying a Bonferroni correction for multiple testing (p ≤ 6.43 × 10^-6^). Out of 7,776 temporal gene expression profiles 1,735 were selected, which satisfied the significance criterion at one or more time points [see Additional file 1].

The number of differentially expressed genes per time point changes considerably during the time course, an effect also shown in a previous study by Porter *et al.*[27] (Figure 1). 

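At 8 weeks the change from 1 week was higher in mdx than in control mice for 5 genes. These were Ywhaz, a 14-3-3 adaptor protein (difference 1.93, standard error 0.36, n = 2 animals per age and strain, adjusted p = 0.0278 from limma), the mitotic kinase Cdk1 (1.70, standard error 0.31), Bex3 (1.57, standard error 0.31), the myogenic repressor Msc (1.51, standard error 0.29) and the LIM domain binding cofactor Ldb2 (1.43, standard error 0.26). Control mice had negative changes, -1.91 for Ywhaz and -1.74 for Cdk1, against 0.02 and -0.04 in mdx mice. Each of the 5 differences was above 0 in replicate A alone and in replicate B alone. Only 2.5 and 20 weeks share arrays with 1 week, so the standard error differs with age. For Cks1b it was 0.40 at 2.5 and 20 weeks and 0.55 at 8 and 10 weeks. The counts by age therefore also follow precision. By age, limma called 7 probes at 2.5, 5 at 8 and 6 at 20 weeks. It called 0 at 4, 6, 10, 12 and 14 weeks, where 432, 769, 495, 557 and 508 of 6764 probes had an unadjusted p under 0.05 and the test with each probe's own variance called 3, 0, 0, 0 and 0. Without replicate A of the mdx mice at 1 week the count at 8 weeks was 0, from the second spot 0, without a dye term 0, and without replicate B of the mdx mice at 8 weeks it was 139.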

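Genes of macrophages and myeloid cells, a list fixed beforehand, had larger median changes in mdx than in control mice at 6 and 8 weeks. The median change of 40 genes from 1 week was 0.91 in mdx and 0.04 in control mice at 6 weeks, and 0.84 in mdx mice at 8 weeks. From 1 to 4 weeks to 6 to 12 weeks, the difference between strains had a median of 0.50 and was above 0 for 31 genes (adjusted p = 4.1e-06 from camera). The list's call is lost with other tests, with adjusted p = 0.759 with an estimated correlation and 0.288 from fry. The largest differences were those of the galectin Lgals3 (1.95, standard error 0.59, n = 2 animals per age and strain, adjusted p = 0.420 from limma), the leukocyte antigen Cd52 (1.41, standard error 0.43), Mpeg1 of macrophages (1.30, standard error 0.53) and Spi1, a transcription factor of myeloid cells (1.22, standard error 0.26). None of the 40 passed over all probes, and 7 rose and 1 fell when adjusted over the list alone. No probe of the array passed in this comparison by limma, with 492 at an unadjusted p under 0.05 and 1 with each probe's own variance. Other lists of cell types had medians of -0.02 (endothelial), -0.06 (lymphocyte), 0.06 (Schwann cell and nerve) and 0.15 (extracellular matrix and fibroblast), and chemokines and cytokines had 0.41. At 8 weeks the difference in the change from 1 week had a median of 0.60 for the matrix and fibroblast genes, with 42 of 52 above 0.

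**Figure D1:**
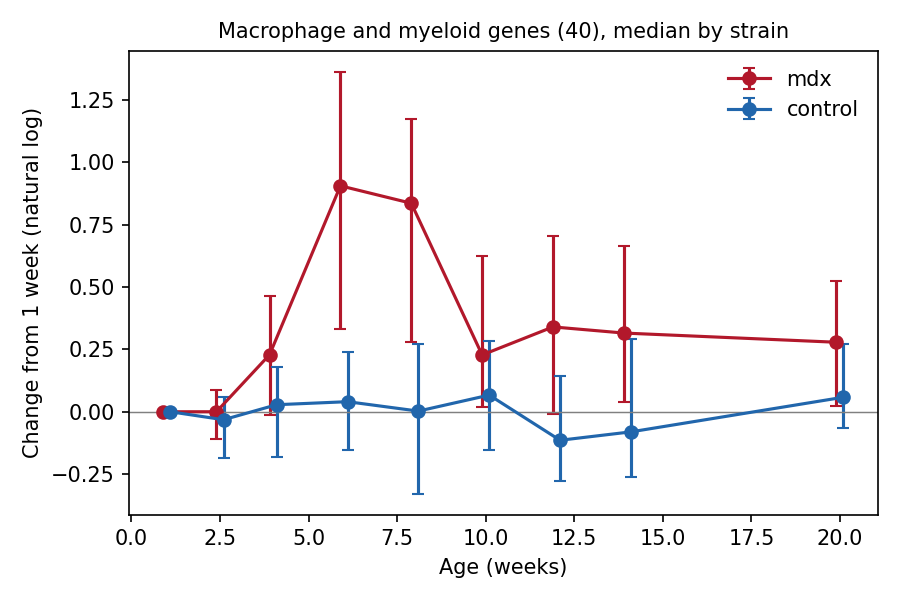
Change in expression from 1 week (natural log) against age in weeks for 40 macrophage and myeloid genes, with points at the median over genes and bars from the 25th to the 75th percentile, in mdx and control mice. The mdx median was 0.91 at 6 weeks and 0.28 at 20 weeks, and the control median was -0.11 at 12 weeks and 0.06 at 20 weeks.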

The number of differentially expressed genes peaks at the age of 8–12 weeks, coinciding with the period of maximal muscle regeneration. 

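From 1 to 2.5 weeks, the change of 7 genes was higher in mdx than in control mice. The largest differences were those of Tagln2, an actin-binding transgelin (2.63, standard error 0.48, n = 2 animals per age and strain, adjusted p = 0.0179 from limma), and Cks1b (2.33, standard error 0.40). Their replicates lay apart, with 4.09 from replicate A alone and 1.17 from replicate B alone for Tagln2, and 3.40 and 1.26 for Cks1b. Dguok, a mitochondrial kinase, had a difference of 1.60, and Ift46, of intraflagellar transport, 1.37 (standard error 0.19, adjusted p = 6.6e-04). Rbpms, an RNA-binding protein gene, had 1.15, Tmem37 1.09 and Akip1 1.00. Tagln2 changed by 0.79 in mdx and -1.84 in control mice, and Cks1b by -0.05 and -2.38. At 6 weeks Tagln2 had a larger difference from 1 week, 2.85 with a standard error of 0.64, which did not pass. These 7 genes were named after their values were seen. Without replicate A of the mdx mice at 1 week 2 probes passed, and without replicate B 65. From the second spot and without a dye term 0 and 0 passed, with every array scaled to the same spread 63 and with array weights 171. Without replicate A of the control mice at 2.5 weeks the adjusted p was 0.599 for Tagln2, 0.228 for Rbpms, 0.444 for Tmem37 and 0.599 for Akip1. It was 0.362 for Cks1b without replicate A of the control mice at 1 week and 0.793 for Dguok without replicate A of the mdx mice at 2.5 weeks, and Ift46 kept its call whichever animal was left out. A difference in level at 1 week cannot be had from the ratios.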

Interestingly, also at the first two time points (1 and 2.5 weeks of age), where the histology of the *mdx *muscle is not different from that of control mice, a large number of genes was differentially expressed, indicating differences in muscle development in dystrophin-deficient animals. The majority of these genes (553/677 and 355/407, respectively) also show statistically significant differences in expression at later time points. This overlap can be explained by the assumption that the repertoire of gene products used for muscle growth and development also functions in muscle regeneration.

**Figure 1:**
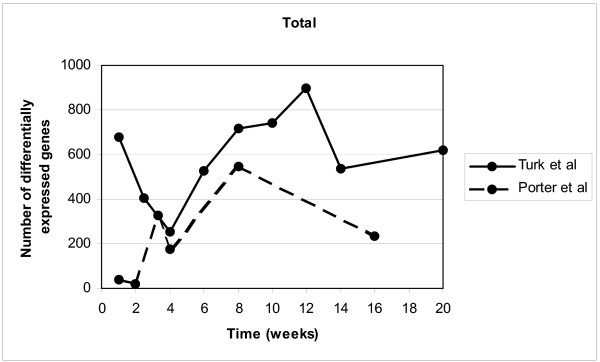
**Amount of differentially expressed genes**. The number of statistically significantly differentially expressed genes between *mdx *and control mice measured across 9 consecutive timepoints from 1 to 20 weeks in this study (continuous line) are compared to the number of differentially expressed genes found in the study of Porter *et al.*[27] (dashed line).

In this report we will describe the expression changes of two main categories in more detail: genes coding for proteins within the costamer and the dystrophin-associated glycoprotein complex (DGC), and genes involved in regeneration.

### The Dystrophin-Glycoprotein Complex

The effect of dystrophin-deficiency on expression levels of dystrophin-glycoprotein complex (DGC)-related genes, or genes with associated functional relevance within the costamer has not been reported in previous gene expression profiling studies [22-26], with the exception of the study of Porter and co-workers[27]. In the Porter study, a downregulation of dystrophin was reported, but no changes in gene expression of other components of the DGC. A selection of 52 genes was made based on an overview by Ervasti *et al. *of members of the costameric protein network[29] (Additional file 4). 

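Among 49 measured genes of the costamere, the difference between mdx and control mice in the change from 1 to 4 weeks to 8 to 12 weeks had a median of 0.05 and was above 0 for 32 (adjusted p = 0.522 from camera). The 4 largest differences were those of Ldb2, which the paper lists as Ldb3 (0.95, standard error 0.19, n = 2 animals per age and strain, adjusted p = 0.203 from limma), of B4galnt1, a ganglioside synthase (0.91, standard error 0.37), of the integrin subunit Itgb1 (-0.79, standard error 0.43) and of the nitric oxide synthase Nos1 (0.50, standard error 0.23). None passed over all probes by limma, where 451 probes of the array had an unadjusted p under 0.05, and 1 rose when adjusted over the list alone. With each probe's own variance 1 probe passed, which was Ldb2.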

According to the statistical selection criteria, 4 genes were upregulated (Figure 2A) and 12 were downregulated (Figure 2B) in the *mdx *mouse. Although a decrease in dystrophin expression was found in our study, the stringent statistical criteria were not met.

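Dmd, measured by the oligonucleotide at the 3' end of dystrophin, changed by -0.03 in mdx and -0.22 in control mice from 1 to 4 weeks to 8 to 12 weeks. The difference was 0.19 (standard error 0.24, n = 2 animals per age and strain, adjusted p = 0.917 from limma). Its level in mdx against control mice is not in the ratios.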

**Figure 2:**
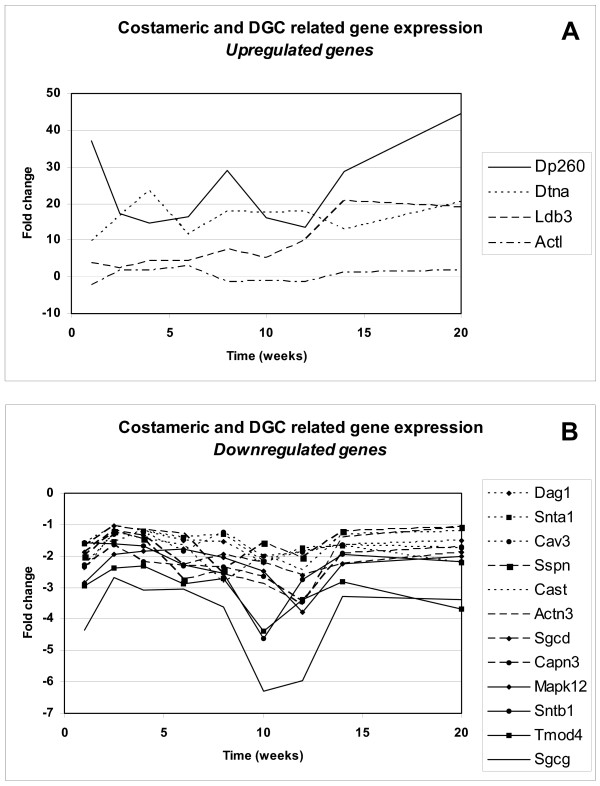
**Costameric and DGC related gene expression**. Fold change in gene expression levels between *mdx *and control muscle tissue measured across 9 consecutive timepoints from 1 to 20 weeks of costameric and DGC related genes. Figure 2A shows the fold changes of the statistically significantly upregulated genes over time; Figure 2B shows the downregulated genes.

#### Upregulated DGC related genes

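The probe for Dp260, the dystrophin isoform of the retina, had a change from 1 to 20 weeks of 0.03 in mdx and -0.02 in control mice. The difference was 0.05 (standard error 0.23, n = 2 animals per age and strain, adjusted p = 0.996 from limma). Over the ages the difference for Dp260 lay between -0.34 at 4 weeks and 0.20 at 14 weeks. Whether Dp260 was present in mdx mice and absent in control mice cannot be read from ratios within a strain. As the paper could not detect Dp260 in control mice, its change there may be background signal.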

We find that the retina-specific isoform of dystrophin (Dp260) is expressed in skeletal muscle of *mdx *mice, whereas Dp260 cannot be detected in hindlimb muscle of control mice. Expression of Dp260 was detected by an oligonucleotide probe within the unique first exon of this transcript. The promoter of the Dp260 isoform resides in intron 29, downstream of the *mdx *mutation (exon23). Transgenic *mdx *mice, which overexpress Dp260 via an alpha-actin promoter, show a restoration of a stable association between costameric actin and the sarcolemma, a re-assembly of the DGC, and an overall alleviation of the pathology[30]. Increased transcription initiation of Dp260 might therefore be a natural adaptation for the lack of the muscle specific isoform of dystrophin. However, in contrast to the artificially raised expression by the alpha-actin promoter, the expression of Dp260 in the *mdx *mouse through the original promoter does not seem to be strong enough to compensate for loss of the full-length muscle specific isoform.

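Dtna, a dystrophin-associated protein of the sarcolemma, changed from 1 to 4 weeks by -0.48 in mdx and -0.65 in control mice. The difference was 0.16 (standard error 0.33, n = 2 animals per age and strain, adjusted p = 0.972 from limma). Its difference from 1 week was 0.71 at 8 weeks (standard error 0.38) and highest at 20 weeks, 0.84 (standard error 0.27, adjusted p = 0.378).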

We found a continuous upregulation of alpha-dystrobrevin (Dtna) gene expression with maximum differential expression at 4 weeks in *mdx *mice. Dystrobrevin is a phosphotyrosine-containing protein localized at both the sarcolemma and the postsynaptic side of the neuromuscular junction (NMJ), where it binds to either dystrophin or utrophin [31-34]. Dtna has been described to function as a signalling mediator within the DGC[34]. Transcription of Dtna is activated when myoblasts differentiate into multinucleated myotubes[35]. Newey *et al. *reported that Dtna-protein levels are significantly reduced in the *mdx *mouse at the sarcolemma, whereas the protein level was unchanged at the NMJ. This would be consistent with a stabilizing action of Dtna upon binding to dystrophin or utrophin, since dystrophin is not present at the sarcolemma, whereas utrophin is expressed at the NMJ. They proposed a model, where localized translation of Dtna transcripts contributes to synapse formation[36]. Upregulation of Dtna in the *mdx *mouse might indicate an attempt to compensate for the increased turnover of the protein, in order to stabilize the post-synaptic side of neuromuscular junctions of affected muscle fibres, and retain neuronal connection.

Our results show a continuous upregulation of LIM domain protein 3 (Ldb3, Cypher/ZASP). 

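By its accession, the gene that the paper names here is Ldb2, a LIM domain binding cofactor, and Ldb3, the Z-line protein gene, has another probe on the array. From 1 to 20 weeks Ldb2 changed by -0.12 in mdx and -1.31 in control mice, a difference of 1.20 (standard error 0.18, n = 2 animals per age and strain, adjusted p = 0.00164 from limma). Without replicate A of the mdx mice at 1 week its adjusted p was 0.0558, and over all alternatives it ranged from 7.9e-04 to 0.950. Ldb3 had a difference of 1.14 from 1 to 20 weeks (standard error 0.47, adjusted p = 0.643) and differences from 1 week above 0 at the other 7 ages, and of -0.18 in the change from 1 to 4 weeks to 8 to 12 weeks (standard error 0.48, adjusted p = 0.961).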

Studies in Ldb3 knock-out mice demonstrated that ablation of Ldb3 eradicates the structural integrity of the Z-line in contracting striated muscle and causes a severe form of congenital myopathy[37]. Upregulation of Ldb3 indicates the necessity for stabilization of the Z-line in *mdx *mice, compensating the undermining effect of dystrophin-deficiency.

#### Downregulated DGC related genes

It can be seen that gene expression levels of several core-proteins of the DGC, e.g. the transmembrane proteins dystroglycan (Dag1), sarcospan (Sspn), and two members of the sarcoglycan-complex (Sgcd, Sgcg), are lower in *mdx *mice, over the whole time course. Lower expression levels were also detected in other members of the sarcoglycan complex (Sgca, Sgcb, Sgce) and in dystrophin (Dmd, oligonucleotide at the 3' end), but these were not statistically significant. 

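Genes of the sarcoglycan complex had differences between mdx and control mice, in the change from 1 to 4 weeks to 8 to 12 weeks, of -0.21 for Sgcd (standard error 0.29, n = 2 animals per age and strain, adjusted p = 0.921 from limma), 0.08 for Sgca (standard error 0.26), 0.01 for Sgcb (standard error 0.35) and 0.07 for Sgce (standard error 0.30). Sarcospan (Sspn) had 0.09 (standard error 0.35), dystroglycan (Dag1) 0.09 (standard error 0.23) and the membrane protein caveolin 3 (Cav3) 0.05 (standard error 0.22). Whether these genes were lower in mdx mice over the whole time course is a question of level, which the ratios do not hold.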

The decrease in expression of DGC-related genes was most prominent during regeneration (8–12 weeks).

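The 10 measured genes of Figure 2B had a median difference of 0.02 between mdx and control mice in the change from 1 to 4 weeks to 8 to 12 weeks, 5 of them above 0 (adjusted p = 0.575 from camera). The actinin of fast fibres, Actn3, had -0.38 (standard error 0.35, n = 2 animals per age and strain, adjusted p = 0.873 from limma) and the syntrophin Sntb1 -0.28 (standard error 0.32). None passed over all probes or when adjusted over the list alone, and the list, chosen on these animals, is not independent evidence of a direction. By age, its median difference from 1 week was 0.35 at 4, 6 and 8 weeks, with 9 of 10 above 0 at each. It was 0.20 at 10 weeks (7 above 0), -0.07 at 12 weeks (4 above 0) and 0.22 at 20 weeks (8 above 0). Genes of fast fibres and glycolysis were a list fixed beforehand. From 1 to 4 weeks to 8 to 12 weeks their median difference was -0.21 (adjusted p = 0.0187 from camera), but adjusted p = 0.782 with an estimated correlation. The median of these genes was -0.05 without replicate A of the control mice at 6 weeks and -0.40 without replicate B at 4 weeks. Their adjusted p was 0.485 without replicate A of the control mice at 6 weeks, in a range of 5.2e-05 to 0.782 over all alternatives.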

Interestingly, DGC related gene expression levels restore to pre-regeneration levels subsequent to the regeneration period, but remain lower than normal (control) level. Similarly, protein levels of core-proteins of the DGC have been shown to be severely reduced in dystrophin-deficient *mdx *mice[38]. It is suggested that the secondary displacement of DGC core-proteins is due to a decrease in protein synthesis and/or assembly, or due to an increase in protein degradation. Similarly, in sarcoglycan-deficiencies the absence of a single subunit causes the loss or strong reduction of the entire sarcoglycan protein complex [39-43]. 

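From 8 to 12 weeks to 14 and 20 weeks, the genes of Figure 2B had a median difference of 0.05 between mdx and control mice (adjusted p = 0.912 from camera), and all 49 costameric genes of -0.07 (adjusted p = 0.975). Actn3 had 0.42 (standard error 0.33, n = 2 animals per age and strain, adjusted p = 0.993 from limma), the p38 kinase Mapk12 -0.36 (standard error 0.25) and the tropomodulin Tmod4 -0.27 (standard error 0.21). None of either list passed, also when adjusted over the list alone, and the genes of Figure 2B were chosen on these animals. By limma 0 probes of the array passed, with 284 at an unadjusted p under 0.05 and 0 with each probe's own variance. The remaining level below control that the paper describes is not in the ratios.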

Since our study reveals a downregulation of mRNA levels of the DGC core-proteins, we conclude that alterations in transcriptional activity also contribute to the decrease in protein levels. 

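Of the core proteins of the DGC, the gene of dystroglycan (Dag1) changed by -0.36 in mdx and -0.45 in control mice from 1 to 4 weeks to 8 to 12 weeks (standard errors 0.16 and 0.16, n = 2 animals per age and strain). The sarcoglycan gene Sgcb changed by -0.41 and -0.41 (standard errors 0.25 and 0.25), and Sgcd by -0.06 and 0.14 (standard errors 0.21 and 0.21). Neither Dag1, Sgcb nor Sgcd passed the test of the difference between the strains. From lower mRNA levels of the core proteins in mdx mice, the paper concludes that transcription contributes to their lower protein levels.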

As transcription of members of the DGC is likely to be co-ordinately regulated[44], downregulation of these members as seen in *mdx *mice can occur via inhibition or downregulation of shared transcriptional activators.

### Regeneration

In the *mdx *mouse, regeneration of affected muscle tissue is most prominent at the age of 6–12 weeks, after which a stabilized condition is reached. To identify pathways active in regeneration, we studied five categories of differentially expressed genes covering major functional characteristics of regenerative tissues (trophic factors, proteases, membrane associated proteins, signal transduction, and transcription, Additional file 5). This selection of 166 genes was typed for temporal effects during regeneration, and the pathways to which they belong. Since signal transduction pathways are still poorly annotated in current genomic databases, these pathways were constructed from the literature. In our study, a pathway is only considered activated or repressed, when multiple members show differential gene expression.

#### Temporal effects during regeneration

Differential gene expression profiles, based on the ratio between *mdx *and control mice, were scaled to the first time point. Differential expression profiles can therefore be compared independent of the ratio level, which enables the detection of temporal effects. Using k-means clustering (k = 6), differential gene expression profiles were classified according to their temporal similarity. The unscaled temporal effects of *mdx *and control gene expression profiles are shown per cluster for the up- and downregulated genes separately (Figure 3). 

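The 87 measured genes of the 88 that Additional File 5 places in clusters 1, 2 and 4 had a median difference of 0.07 between mdx and control mice from 1 to 4 weeks to 6 to 12 weeks, 57 of them above 0 (adjusted p = 0.304 from camera). From 1 to 4 weeks to 8 to 12 weeks the median was 0.14, with 62 above 0 (adjusted p = 0.0121), but adjusted p = 0.782 with an estimated correlation. Ctse, an aspartic protease, had 0.75 in the first comparison (standard error 0.38, n = 2 animals per age and strain, adjusted p = 0.688 from limma) and the myogenic factor Myog 0.62 (standard error 0.26). None passed over all probes and 1 rose when adjusted over the list alone. The second call was lost with the second spot alone (adjusted p = 0.633) and without replicate A of the mdx mice at 20 weeks (0.420), in a range of 2.6e-04 to 0.782 over all alternatives. The study formed these clusters on the same animals, so they are not independent evidence of a direction.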

Genes, which show an upregulation in gene expression during the regenerative phase, are present in clusters 1 (n = 27), cluster 2 (n = 36), and cluster 4 (n = 21). 

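By age, the genes of clusters 1, 2 and 4 had a median change from 1 week of -0.05 in control and 0.15 in mdx mice at 8 weeks. At 6 weeks the medians were -0.01 in control and -0.12 in mdx mice, and at 12 weeks -0.02 and 0.00. The median difference was 0.27 at 8 weeks, above 0 for 63 of 87 genes, and -0.04 at 10 weeks. Myog changed from 1 to 8 weeks by 0.18 in mdx and -0.70 in control mice (standard error of the difference 0.39, n = 2 animals per age and strain, adjusted p = 0.428 from limma).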

The temporal effect is determined by the gene expression profile of the *mdx *mouse, since gene expression is continuously low without temporal changes in the control mouse. Downregulation of gene expression in the *mdx *mouse during regeneration is primarily seen in cluster 3 (n = 23). 

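The 26 measured genes of the 28 that Additional File 5 places in cluster 3 had a median difference of 0.13 between mdx and control mice from 1 to 4 weeks to 6 to 12 weeks, 17 of them above 0 (adjusted p = 0.949 from camera). The small GTPase gene Cdc42 had -0.82 (standard error 0.41, n = 2 animals per age and strain, adjusted p = 0.688 from limma), the bHLH factor Nhlh1 -0.55 (standard error 0.20), the homeobox gene Irx1 0.51 (standard error 0.20) and Sox18, a factor of vessels, -0.49 (standard error 0.34). None passed over all probes or when adjusted over the list alone. The median was -0.03 without replicate B of the control mice at 6 weeks, and the cluster, formed on these animals, is not independent evidence of a direction.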

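In control mice the genes of cluster 3, among them Cdc42, Nhlh1 and Irx1, had a median change from 1 week of 0.25 at 4 weeks, 0.03 at 8 weeks, 0.17 at 10 weeks, 0.11 at 12 weeks, 0.27 at 14 weeks and 0.06 at 20 weeks. In mdx mice the median for cluster 3 was 0.42 at 6 weeks, 0.32 at 8 weeks, 0.17 at 10 weeks, 0.10 at 12 weeks, 0.27 at 14 weeks and 0.19 at 20 weeks.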

During normal aging, which can be seen in the control mouse, gene expression increases until the age of 10 weeks, followed by a slow decrease. During the regenerative phase in the *mdx *mouse, however, the expression of these genes is downregulated markedly.

**Figure 3:**
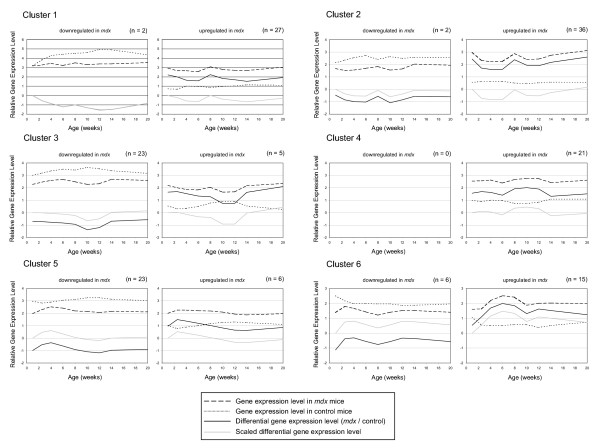
**Temporal effects during regeneration**. K-means clustering (k = 6) classifies gene expression profiles according to similarity in temporal patterns based on the scaled differential gene expression levels (grey line). For each cluster the up- and downregulated genes are shown separately. Unscaled differential gene expression levels are shown (black line), which are representative for the ratio between the *mdx *gene expression levels (dashed line) and control gene expression levels (small dashed line). Relative gene expression levels are obtained after normalization and coincide with the natural logarithm.

#### Notch-Delta pathway

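In the Notch-Delta pathway, the receptors Notch1 and Notch2 had differences between mdx and control mice in the change from 1 to 8 weeks of 0.40 (standard error 0.27, n = 2 animals per age and strain, adjusted p = 0.609 from limma) and 0.09 (standard error 0.28). The corepressor Hr had 0.49 (standard error 0.35), Ints6, the paper's Ddx26, 0.23 (standard error 0.29), and the signal transducers Dvl1 and Dvl2 0.42 (standard error 0.28) and 0.49 (standard error 0.35). No gene named here passed. The 13 measured genes had a median difference of 0.40 in the change from 1 to 8 weeks, with 13 above 0, which was not tested as a list. At that age 39 of 41 ribosomal protein genes and 121 of 161 regeneration genes also lay above 0, and at 6, 10 and 12 weeks the Notch-Delta median was 0.06, 0.00 and 0.09, with 9, 5 and 8 above 0. From 1 to 4 weeks to 6 to 12 weeks their median difference was 0.13, with 10 above 0 and none passing over all probes or when adjusted over the list alone (adjusted p = 0.393 from camera). The pathway was chosen on these animals, so it is not independent evidence of a direction.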

Gene expression levels of a number of genes functioning in the Notch-Delta pathway are upregulated (Notch1, Notch2, Hr), whereas others (Dxd26, Dvl, Dvl2) are downregulated in the *mdx *mouse at 8 weeks of age (Figure 4A). The gene expression of Dll3 and Numb are switched on in the *mdx *mouse, while no gene expression can be detected in the control mouse (Supplemental Table 1 [see Additional file 4]). 

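Numb, an inhibitor of Notch, had a difference between mdx and control mice of 0.13 from 1 to 4 weeks to 6 to 12 weeks (standard error 0.18, n = 2 animals per age and strain, adjusted p = 0.897 from limma), and the ligand Dll3 of 0.03 (standard error 0.17). By age, the difference from 1 week for Notch2 lay between -0.50 at 12 weeks and 0.32 at 20 weeks, and for Numb between -0.40 at 6 weeks and 0.53 at 20 weeks. For Notch1 it was 0.23 at 6 weeks and 0.01 at 10 weeks, and for Hr 0.37 and 0.29. The paper could not detect Numb or Dll3 in control mice, so their control changes may be background signal.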

The differential expression of the upregulated genes is mostly increased during the regeneration period (6 to 12 weeks) (Figure 4A). For several genes in the Notch-Delta pathway, quantitative RT-PCR experiments were performed to confirm the temporal expression profiles found on the microarray. In accordance with the microarray results, quantitative RT-PCR experiments demonstrated higher expression of Notch2, Numb and myogenin in *mdx *than in control mice at all ages (Figure 5).

**Figure 4:**
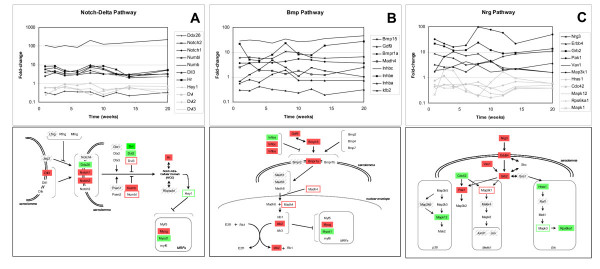
**Reconstruction of active regeneration pathways**. Regeneration-associated pathways were constructed based on differentially expressed genes, literature study and gene ontology. Expression levels of genes in the Notch-Delta pathway (Panel A), the Bmp15 pathway (Panel B), and the Neuregulin3 pathway (Panel C) are plotted as fold-changes between *mdx *and control mice, as a function of age. In the pathway diagrams, filled boxes refer to upregulation (red) and downregulation (green) at 8 weeks. Outlined boxes refer to upregulation (red) and downregulation (green) at other timepoints than 8 weeks. Shaded grey boxes represent genes which are not detected, or are not represented on the microarray. White boxes represent genes that show no differential expression between *mdx *and control mice.

**Figure 5:**
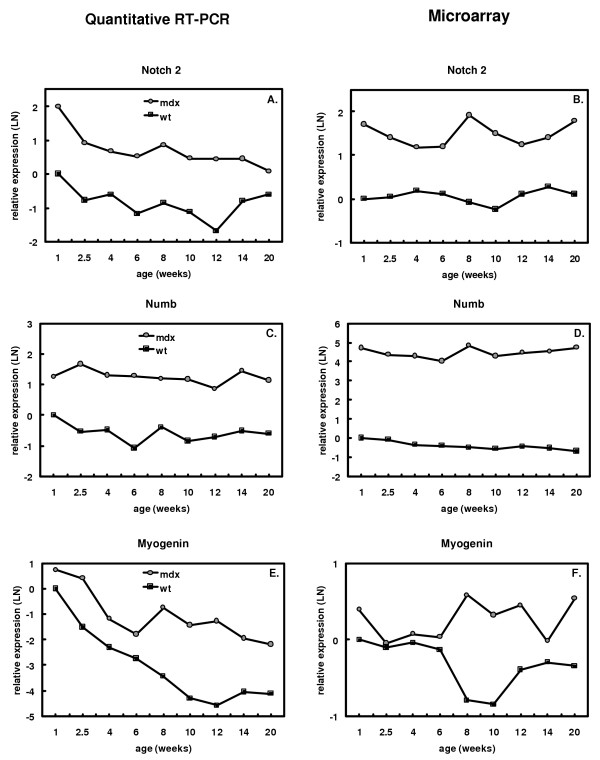
**Confirmation of microarray data for genes in the Notch-Delta pathway by quantitative RT-PCR**. Expression levels of Notch2 (Panel A and B), Numb (Panel C and D), and Myogenin (Panel E and F) in *mdx *(grey circles) and wild-type (black squares) mice at 1 to 20 weeks of age were measured by quantitative RT-PCR (Panel A, C, E) and expression microarrays (Panel B, D, F). Expression levels relative to those in 1 week-old wild-type mice are plotted on a logarithmic scale (natural logarithm).

Previous work by Conboy *et al.*[11] indicates the role of the Notch-Delta signalling pathway in the regulation of proliferation versus differentiation of asymmetrically dividing satellite cells by Notch or Numb, respectively. According to Delfini *et al.*[45], Notch is expressed in immature myoblasts, while Delta (Dll) expressing cells are more advanced in myogenesis (post-mitotic myoblasts and muscle fibres). Notch activation is thought to inhibit transcription factors containing a basic helix loop helix domain (bHLH) [46-50], via the induction of Hairy and Enhancer of Split 1 (Hes1)[51], thereby inhibiting myogenic differentiation. Numb-expressing cells are able to undergo myogenic differentiation, because the Notch-Delta pathway is inhibited (Figure 4A). Based on our results, the Notch-Delta signalling pathway, notably the expression of Notch or Numb, is responsible for the determination towards proliferation or differentiation of activated satellite cells in the *mdx *mouse. Since gene expression profiling detects proliferation and differentiation processes simultaneously, satellite cell activation and commitment are ongoing, parallel processes.

#### Bmp pathway

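The 8 genes of the Bmp pathway had a median difference of 0.23 between mdx and control mice from 1 to 4 weeks to 6 to 12 weeks, 7 of them above 0 (adjusted p = 0.128 from camera, 0.472 with an estimated correlation and 0.0446 from fry). The ligands Inhbc, Inhbe and Bmp15 had 0.48 (standard error 0.19, n = 2 animals per age and strain, adjusted p = 0.552 from limma), 0.25 (standard error 0.22) and 0.21 (standard error 0.23). None of the 8 passed over all probes or when adjusted over the list alone, and the pathway, chosen on these animals, is not independent evidence of a direction. From the first spot of each probe alone the median was 0.34 (adjusted p = 0.0220 from camera). From the second spot it was 0.22 (adjusted p = 0.649 from camera). The paper could not detect Bmp15, Bmpr1a, Inhbc, Inhbe or Idb2 in control mice, so their control changes may be background signal.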

Various members of a Bmp-associated pathway (Bmp15, Gdf9, Bmpr1a, Madh4, Inhbc, Inhbe, Inhba, and Idb2) are differentially expressed in the *mdx *mouse (Figure 4B). The gene expression of Bmp15, Bmpr1a, Inhbc, Inhbe, and Idb2 is switched on in the *mdx *mouse, while expression cannot be detected in the control mouse. Bone Morphogenetic Protein 15 (Bmp15) is a member of the transforming growth factor-β (TGF-β) family. Bmp15 induces transcription of Inhibitors of DNA Binding proteins (Idb1-3) via binding to Bone Morphogenetic Protein Receptor type I (Bmpr1a), and the downstream transportation of Smad-complex (Madh8-Madh4) to the nucleus[52,53]. Idb-proteins function as positive regulators of cell growth by binding to Retinoblastoma 1 (Rb1). This leads to the activation of the E2f transcription factor, which plays a role in cell-cycle regulation. Furthermore, Idb-proteins inhibit myogenic differentiation through binding to MRFs[54]. The activation of Idb2 in the pre-regeneration period is indicative of an inhibition of the myogenic differentiation. This inhibition seems to be alleviated during the regeneration period by a decrease in differential expression of Idb2. 

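Id2, the paper's Idb2 and an inhibitor of bHLH factors, changed by 0.36 in mdx and -0.71 in control mice from 1 to 4 weeks to 6 to 12 weeks. The difference was 1.07 (standard error 0.45, n = 2 animals per age and strain, adjusted p = 0.607 from limma). By age, the difference of Id2 from 1 week was 0.05 at 4 weeks, 1.27 at 6 weeks, 0.55 at 10 weeks and 0.63 at 20 weeks.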

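Over the ages, the difference between mdx and control mice in the change from 1 week was highest at 8 weeks for the ligands Gdf9, Inhbc and Inhbe, and at 14 weeks for Bmp15. Gdf9 had 1.15 at 8 weeks (standard error 0.38, n = 2 animals per age and strain, adjusted p = 0.309 from limma), Inhbc 0.70 (standard error 0.28) and Inhbe 0.52 (standard error 0.34). Bmp15 had 0.30 at 8 weeks and 0.45 at 14 weeks (standard error 0.30). From 1 to 4 weeks to 6 to 12 weeks Gdf9 had 0.42 (standard error 0.26). None of these differences passed.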

Although most of the differentially expressed genes in the Bmp pathway are continuously upregulated, the expression of a number of genes peaks during regeneration (Inhbc, Inhbe, Bmp15, and Gdf9)(Figure 4B). The Inhibin proteins (Inhbc/e), likely to be antagonists of Bone Morphogenetic Proteins[55], are also upregulated. Altogether, this points to a positively and negatively controlled regulation of the Bmp15 pathway. Our data suggests that the Bmp15 pathway has an important function in the balancing of proliferation and differentiation of myoblasts, necessary for effective upscaling of muscle-mass.

#### Neuregulin pathway

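In the Neuregulin pathway the ligand Nrg3 had a difference between mdx and control mice of 0.17 from 1 to 4 weeks to 6 to 12 weeks (standard error 0.25, n = 2 animals per age and strain, adjusted p = 0.901 from limma), and its receptor Erbb4 of 0.16 (standard error 0.27). In control mice the paper could detect neither Nrg3 nor Erbb4, so their control changes may be background signal. Their small differences do not show that change was absent. The 9 measured genes had a median of 0.04, with 6 above 0 (adjusted p = 0.844 from camera). None passed over all probes or when adjusted over the list alone. The median was -0.08 without replicate A of the mdx mice at 6 weeks, and the pathway was chosen on these animals.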

In our study we found that several members of the Epidermal Growth Factor-like (EGF-like) Neuregulin pathway are differentially expressed (Figure 4C). The signalling cascade is activated by the binding of Neuregulin3 (Nrg3) to the extracellular domain of the upregulated protein tyrosine kinase v-erb-a erythroblastic leukemia viral oncogene homolog 4 (ErbB4)[56]. Both Nrg3 and ErbB4 are expressed in the *mdx *mouse and cannot be detected in the control mouse. 

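Grb2, an adaptor of growth factor receptors, changed from 1 to 8 weeks by 0.15 in mdx and -0.46 in control mice. The difference was 0.61 (standard error 0.29, n = 2 animals per age and strain, adjusted p = 0.469 from limma), the highest of its 8 ages, and did not pass. At 6 weeks the difference for Grb2 was 0.02 and at 10 weeks 0.29.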

The interaction between Nrg3 and ErbB4 activates epidermal growth factor-like signal transduction via binding of the adaptor protein Growth factor receptor bound protein 2 (Grb2), which peaks at the initiation of regeneration (Figure 4C). 

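Map3k1, a kinase upstream of the mitogen activated kinases, had a difference of 0.73 between mdx and control mice in the change from 1 to 2.5 weeks, the highest of its 8 ages (standard error 0.24, n = 2 animals per age and strain, adjusted p = 0.311 from limma). From 1 to 4 weeks to 6 to 12 weeks Map3k1 had -0.09 (standard error 0.23, adjusted p = 0.947). It changed by -0.36 in mdx and -0.27 in control mice.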

Grb2 can activate Mitogen activated kinase kinase 1 (Map3k1)[57], whose differential gene expression is increased at 2.5 weeks as well as during regeneration. The activation of the MAP kinase pathways eventually leads to transcriptional induction (reviewed in[58]) through members of Activating protein complex 1 (Ap1), like Jund1 and Jun.

Depending on the protein complexes formed, specific transcription activation will lead to different biological processes ranging from proliferation to differentiation. Furthermore, we find that other Grb-interacting proteins like Vav 1 oncogene (Vav1)[59], and p21-activated kinase 1 (Pak1)[60] are switched on and upregulated, respectively. 

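Vav1, a signalling protein of blood cells, changed from 1 to 6 weeks by 0.73 in mdx and 0.33 in control mice. The difference of 0.40 was the highest of its 8 ages (standard error 0.40, n = 2 animals per age and strain, adjusted p = 0.727 from limma). For Vav1 it was 0.01 at 8 weeks and -0.47 at 10 weeks. At 6 weeks it was 0.13 without replicate B of the control mice of that age and 0.67 without replicate A.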

The differential gene expression of Vav1 increases during the initiation of regeneration, and might play a role in the clustering of integrins for cell adhesion[61]. Pak1 differential gene expression is increased during regeneration. 

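From 1 to 4 weeks to 6 to 12 weeks, Pak1, a kinase of the cytoskeleton, had a difference of 0.59 between mdx and control mice (standard error 0.32, n = 2 animals per age and strain, adjusted p = 0.692 from limma). Pak1 changed by 0.15 in mdx and -0.44 in control mice. Its difference from 1 week was 0.70 at 8 weeks, 0.63 at 12 weeks and 1.11 at 20 weeks.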

Downstream genes activated by Pak1 regulate cytoskeletal dynamics, proliferation and cell survival signalling[60]. Furthermore, our results show that the Erk pathway is downregulated in the *mdx *mouse as well as the p38 pathway.

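Changes of the kinase erk-1 from 1 to 4 weeks to 6 to 12 weeks were -0.09 in mdx and -0.11 in control mice, and those of the p38 kinase Mapk12 0.17 and 0.13. The difference was 0.02 for erk-1 (standard error 0.25, n = 2 animals per age and strain, adjusted p = 0.993 from limma) and 0.04 for Mapk12 (standard error 0.24). A lower level in mdx mice cannot be read from the ratios.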

### Comparisons with other studies

In contrast to previously published studies of temporal gene expression profiling in the *mdx *mouse [25-27], we primarily focus on regeneration. The majority of differentially expressed genes in regeneration (148 out of 166) in our study have not been reported as differentially expressed in the *mdx *mouse in other studies. Apart from important differences in gene coverage (the Affymetrix U74v2 GeneChips used in the other studies lack probe sets for 22/166 genes), we explain the limited overlap by differences in cut-off levels: as we applied very stringent statistical tests, we could avoid setting a cut-off level for the fold change, thereby picking up genes with small but consistent fold changes, which can be biologically very relevant, especially in the case of transcription factors. This may also explain the large difference between the study of Porter *et al. *and our study in the number of genes found differentially expressed at the early timepoints (Figure 1), where mainly subtle expression changes are expected.

Goetsch *et al. *reported results from a gene expression profiling studies during muscle regeneration induced by cardiotoxin injection in wildtype mice[62]. The authors concluded that muscle regeneration is a complex process that requires the coordinated modulation of the inflammatory response, myogenic precursor cells, growth factors, and the extracellular matrix for complete regeneration of muscle architecture. A similar study of cardiotoxin-induced muscle regeneration, recently published by Zhao and Hoffman, reported that embryonic positional cues (Wnt, Shh, and Bmp) were not induced, whereas expression of factors involved in satellite cell proliferation and differentiation (MRFs, Pax, Notch1, and FGFR4) was recapitulated[63]. Our study, which also asserts satellite cell activation, proliferation, and differentiation, shows differences in muscle regeneration between *mdx *and wildtype mice. Bmp and EGF-like signalling pathways are activated during regeneration in the *mdx *mouse, as well as upregulation of members of the Notch-Delta pathway. In contrast to the upregulation of Pax7 in wildtype mice, we have found upregulation of Pax3.

Altogether, these findings suggest that dystrophin-deficiency might lead to enhanced regeneration processes in hindlimb muscles over and above those found in wildtype mice. It is likely that the regeneration pathways identified in our study are also active in the *mdx *diaphragm, given that the expression of their downstream targets, the muscle regulatory factors myf-5, myoD, and myogenin, are even more elevated in *mdx *diaphragm than in hindlimb[64]. As demonstrated in another recent study[65], the regeneration capacity per se is high and does not explain why the muscle wasting in the *mdx *diaphragm is more severe than in the hindlimb. Other factors such as higher workload and different involvement of the immune system are likely to contribute.

To discern active processes between the lethal human and regenerative murine dystrophin-deficiency, the selected murine gene expression profiles at 8 weeks of age were compared to those of DMD patients[66]. Out of 166 regeneration-associated transcripts, 19 genes could be detected that are differentially expressed in both the human and murine muscular dystrophy (Additional file 5). Seven of these overlapping genes showed an opposite differential expression between human DMD and *mdx*, of which Platelet derived growth factor beta (Pdgfb) and Paired box 3 (Pax3) are discussed below.

Gene expression of Pdgfb is upregulated in the *mdx *mouse (18.6 fold), where it is downregulated (-1.7-fold) in DMD patients. In the *mdx *mouse, Pdgfb shows an increase in gene expression during regeneration (present in cluster 4, Figure 3). 

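Pdgfb, a subunit of platelet-derived growth factor, changed by 0.06 in mdx and 0.04 in control mice from 1 to 4 weeks to 6 to 12 weeks. The difference was 0.02 (standard error 0.17, n = 2 animals per age and strain, adjusted p = 0.985 from limma). By age, the difference of Pdgfb from 1 week was 0.36 at 2.5 weeks, 0.05 at 6 weeks and 0.34 at 8 weeks.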

Pdgfb was immunolocalized in infiltrating macrophages, regenerating muscle fibres, and myofibre nuclei of affected dystrophic muscle tissue[67]. The mitogen Pdgfb stimulates myoblast proliferation, while inhibiting myoblast differentiation[68]. It seems to have a similar role during regeneration. Paired box 3 (Pax3) gene expression is activated in the *mdx *mouse relative to the control. Its gene expression increases during regeneration, peaking at 12 weeks of age, while hPax3 is downregulated in DMD patients (-1.6-fold). 

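Pax3, a transcription factor of muscle precursors, changed from 1 to 12 weeks by 0.18 in mdx and -0.55 in control mice. The difference was 0.73, the highest of its 8 ages (standard error 0.40, n = 2 animals per age and strain, adjusted p = 0.657 from limma). It was 0.26 without replicate A of the control mice at 20 weeks and 1.21 without replicate B. Pax7, of satellite cells, had -0.27 from 1 to 4 weeks to 6 to 12 weeks (standard error 0.37, adjusted p = 0.897). Pax7 had -0.56 without replicate A of the control mice at 20 weeks and 0.02 without replicate B.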

Pax3 is capable of activating the expression of the muscle regulatory factors Myod1, Myf5 or Myogenin, and thereby activating the myogenic program[69].

The limited amount of overlapping genes between *mdx *mice and human DMD patients, as well as a number of genes showing opposite expression (i.e. Pdgfb and Pax3), suggests that processes active in regenerating mouse muscle are not active in human patients at the time gene expression was profiled (Age: 5–12 years old). This corresponds with clinical findings that patients older than 5 years have surpassed active regeneration processes[70]. The discovery of genes showing opposite regulation may partly explain the differences in regeneration efficiency and lethal manifestation of the pathology between dystrophin-deficient human and murine muscles.

## Conclusion

*Mdx *mice lack a functional DGC at the sarcolemma. As a consequence, gene expression of most DGC members is downregulated. *Mdx *mice suffer from massive muscle fibre necrosis starting at the age of 3 weeks. Regenerative processes, starting approximately at the age of 6 weeks, largely restore muscle tissue architecture, although muscle fibres remain centrally nucleated. Recovered muscles of *mdx *mice have slightly diminished strength and higher fatigability. By analysing temporal expression profiles in *mdx *and control mice, we have identified genes and pathways involved in regeneration. The expression of these genes peaks between the ages of 6–12 weeks. 

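Regeneration genes of cluster 6 had a difference between mdx and control mice in the change from 1 to 4 weeks to 6 to 12 weeks, with a median of 0.43 and 20 of 21 above 0 (adjusted p = 2.3e-04 from camera), but adjusted p = 0.429 with an estimated correlation and 0.0500 from fry. Between these periods the median change was -0.27 in control and 0.07 in mdx mice. In control mice the median change from 1 week was -0.39, -0.52, -0.38 and -0.62 at 6, 8, 10 and 12 weeks. In mdx mice it was 0.34, 0.20, 0.01 and -0.02. The median difference from 1 week was 0.87, 0.97, 0.55 and 0.60 at these ages. It was already 0.42 at 2.5 and 0.53 at 4 weeks, and was 0.58 at 14 and 0.41 at 20 weeks. The difference was therefore not confined to 6 to 12 weeks, and only 6 and 8 weeks stood out. The largest members of the cluster after Id2 were the protease inhibitor Timp1 (1.05, standard error 0.55, n = 2 animals per age and strain, adjusted p = 0.688 from limma), the myeloid adaptor Tyrobp (0.95, standard error 0.33) and the leukocyte integrin Itgb2 (0.93, standard error 0.45). Over all 161 measured regeneration genes the median was 0.11, with 109 above 0 (adjusted p = 0.217). None passed over all probes and 1 of the whole list rose when adjusted over the list alone. The list and its clusters were chosen on these animals, so they are not independent evidence of a direction.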

Based on the observation that several of these genes are not expressed in control muscle and based on gene ontology classification and further literature annotation, we suggest a role for these genes in activation, proliferation, or differentiation of satellite cells and myoblasts. We propose the following model (Figure 6). Muscular dystrophy leads to muscle fibre necrosis, which attracts inflammatory cells, and release of trophic factors. These factors activate quiescent satellite cells, which as a consequence start to proliferate and differentiate. This divergent cell-fate is controlled by the Notch-Delta pathway. Activated satellite cells differentiate to myoblasts, which proliferate and differentiate as well. The balance between these cell-fates may be regulated by the level of Numb and the activation of Bmp15 and Nrg3 signalling pathways. Differentiation of myoblasts eventually leads to fusion with affected muscle fibres or to the formation of new muscle fibres. The genes and pathways active in regeneration are reminiscent of embryonic myogenesis. We hypothesize that the newly formed or repaired muscle fibres are similar to those in the pre-necrotic phase, but are more able to adapt to dystrophin-deficiency through remodelling of muscle structure and fibre composition. Since many regeneration-related genes remain higher expressed in *mdx *than in control muscle, it seems that regeneration processes are active throughout the life span of the animal. Regenerative processes appear to be most effective when mice reach adulthood, and normal growth processes cease. Regeneration and muscle development are both dependent on the availability of satellite cells, and these processes will therefore compete for the satellite cell availability when activated simultaneously. In the human situation, regeneration processes seem to be exhausted before growth is finished. Together with the accumulation of fibrotic and adipose tissue, exhaustion is thought to be the reason of the lethal manifestation of the disease in human patients. Prolongation of the regenerative capacity by activating the described pathways and/or replenishment with a pool of 'regeneration-primed' cells may therefore provide an attractive strategy in the treatment of muscular dystrophy.

**Figure 6:**
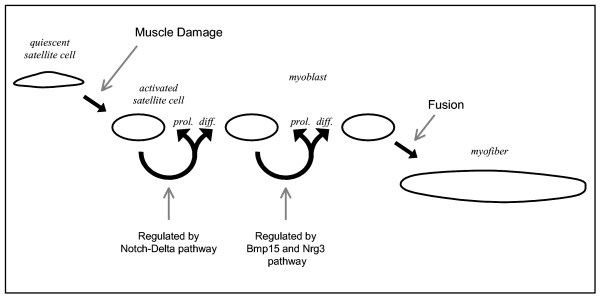
Schematic model of processes in regeneration.

## Methods

### Target preparation and hybridisation

Hindlimb muscle tissue was isolated from *mdx *(C57Bl/10ScSn^mdx/J ^(Jackson) × C57Bl/6NCrl (Charles River) × CBA/JCrl (Charles River)) and control (C57Bl/10ScSnOlaHsd, Harland) at the ages of 1, 2 1/2, 4, 6, 8, 10, 12, 14, and 20 weeks (2 individuals per time point per strain). Total RNA was isolated as described previously (Turk *et al.*, submitted). cRNA was prepared by linear amplification and concurrent incorporation of amino-allyl UTP, followed by chemical coupling to monoreactive Cy3 or Cy5 dyes[71]. Labelled targets (1.5 μg cRNA per target) were hybridised overnight on prehybridised murine oligonucleotide microarrays (65-mer with 5'-hexylaminolinker, Sigma-Genosys mouse 7.5K oligonucleotide library, printed in duplicate) using an automatic hybridisation station (GeneTac, Genomic Solutions). Posthybridisation washes were performed as described previously[71].

### Data analysis

Hybridisations were performed in a dye-swap fashion using temporal loop-designs [72-74], enabling optimal detection of gene expression differences between adjacent time points for both *mdx *and control targets [see Additional file 2] Microarrays were analysed by GenePix Pro 3 feature extraction software (Axon). Local background-corrected, median spot intensities were normalized simultaneously for all microarray experiments using Variance Stabilization and Normalization (VSN) in R[75]. This transformation coincides with the natural logarithm for the high intensities. Array data has been made available through the GEO data repository of the National Centre for Biotechnology Information under series GSE1574. Averaged (arithmetic mean) normalized intensities were calculated per gene per time point for *mdx *and control samples based upon 8 data points (2 biological replicates with 4 technical replicates each). This method is more efficient than ratio-based calculations for each hybridisation[76]. Genes were considered expressed when the average normalized intensity was higher than the background level. The background level was determined by calculating the averaged normalized intensity of 157 empty spots in all experiments plus 3 standard deviations.

Fold-changes in gene expression were calculated on a linear scale by subtraction of averaged normalized intensities of control samples from *mdx *samples at each time point, followed by returning *e *raised to the power of the difference. Maximum fold-changes per gene were determined according to the highest fold-change within the time course. Statistically significant differential gene expression per gene per time point was calculated between *mdx *and control samples by performing a two-tailed Student's *t*-test assuming equal distributions. Significance levels were set at 0.05 after applying a Bonferroni correction for multiple testing. Gene expression profiles were taken in consideration when at least one time point showed statistically significant differential gene expression between *mdx *and control samples.

Comparisons with other gene expression studies were facilitated by the program GeneHopper[77] that links annotations for different platforms.

### Clustering

Temporal differential gene expression profiles were scaled to time point t = 1 week. Selected profiles were grouped using k-means clustering into a predetermined number of clusters according to the correlation similarity measure (Spotfire DecisionSite 7.1.1, Functional Genomics package). Clustering was initiated using evenly spaced profiles as algorithm. This method generates profiles to be used as centroids that are evenly distributed between the minimum and maximum value for each variable in the selected profiles (from Spotfire DecisionSite User's Guide and Reference Manual).

### Comparison with data from Duchenne patients

In a previous study, gene expression levels in 2 pools of muscle RNA from 5 Duchenne patients (aged 5–6 years and aged 10–12 years, respectively) and 2 pools of muscle RNA from non-dystrophic controls (aged 5–12 years and aged 4–13 years, respectively), were evaluated on Affymetrix U95A and U95Av2 GeneChips^® ^[78]. We re-analysed the gene expression data to obtain expression levels for all genes, as well as the most recent annotation. To this end, publicly available cel-files  were loaded in Rosetta Resolver^® ^Gene Expression Analysis System v4.0 (Rosetta Biosoftware Inc., Seattle, WA). Data were processed and normalized with the Rosetta error model for Affymetrix U95A Genechips. Genes that showed differential expression (p < 0.001 and absolute fold-change >1.5) between the pools of dystrophic patients and non-dystrophic controls were exported and linked to mouse UniGene clusters with GeneHopper, based on HomoloGene annotation.

### Functional annotation

Gene Ontology annotation was developed by Compugen, using nomenclature obtained from the Gene Ontology consortium . Additional information was retrieved via OMIM and LocusLink .

### Quantitative RT-PCR

cDNA was synthesized by adding 40 ng of random hexamer primers to 1 μg of total RNA in a total volume of 11 μl. After denaturation for 10 min at 70°C and cooling for 10 min on ice, 4 μl of 5× first-strand buffer (MBI-Fermentas), 2 μl of 10 mM dNTPs and 2 μl (200 U/μl) RevertAid RNase H- (MBI-Fermentas) was added. The mixture was incubated for 10 min at room temperature 2 hours at 42°C. The cDNA synthesis was halted by heating at 70°>C for 10 min. Quantitative PCR assays, using 10 μl of 20× diluted cDNA, were run on a MyIQ real-time PCR detection system (BioRad), applying 36 cycles of 10 seconds denaturation (95°C), 20 seconds annealing (60°C), and 25 seconds extension (72°C). PCR mixtures contained 1× PCR Buffer (Roche), 3 mM MgCl_2_, 225 μM of each dNTP, 250 μg/ml BSA, 1× SYBR-Green (diluted from 10,000× stock, Molecular Probes), 10 nM fluorescein (BioRad), 2.5 U homemade Taq polymerase, 0.25 U AmpliTaq (Roche), and 10 pmol of forward and reverse primers (for sequences see Additional file 3). The PCR efficiencies, determined by analysis of a dilution series of a mixture of all cDNA samples over 5 orders of magnitude, ranged from 94.5% to 98% for the different primer pairs. Melting curves were analyzed to confirm single product formation. Gene expression levels were calculated using the gene expression macro provided by BioRad and normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH, stable expression in all samples) expression levels.

## Abbreviations

DMD Duchenne muscular dystrophy

DGC Dystrophin-associated glycoprotein complex

NMJ Neuromuscular junction

VSN Variance stabilization and normalization

RT-PCR Reverse transcription followed by polymerase chain reaction

## Authors' contributions

RT performed the microarray hybridisations, analysed the microarrays and wrote the draft of the paper. ES helped to set up the microarray technique and assisted with the analysis. EdM was involved in the breeding of the mice, the isolation of the tissues, and the quantitative PCR experiments. GJvO edited the manuscript. JdD conceived the study. P'tH was involved in the microarray analysis and participated in the writing of the paper.

## Supplementary Material

Additional File 1 Averaged expression and significance levels for 1735 genes differentially expressed at at least one time point. Click here for file

Additional File 4 Costameric and DGC related gene expression. Click here for file

Additional File 5 Regeneration associated genes. Click here for file

Additional File 2 **Temporal loop design**. Hybridisations were done using a temporal loop design for the *mdx *and the control samples separately. The temporal loop design balances dyes and samples, and provides low variance between adjacent timepoints[73]. The order of age is maintained in the hybridisation scheme; each target is hybridised with the target of the following timepoint. Hybridisations are indicated by Hyb ID. Green and red boxes indicate labelling of target with Cy3 and Cy5 respectively. The number in the boxes indicates the age of the mouse. The boxes linked by an arrow are identical samples. Click here for file

Additional File 3 Primer sequences used for quantitative RT-PCR assays. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

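Hindlimb muscle RNA of 36 mice was measured on 36 arrays of 65-mer oligonucleotides printed in duplicate, 18 arrays for each strain. The authors extracted features with GenePix Pro 3, subtracted the local background from median spot intensities and normalized all arrays together with VSN, and the deposited values are ratios of channel 1 over channel 2 on the natural log scale. The files hold 15552 spots at 7776 positions and no missing values. The direction and the log base were checked against the averaged levels of Additional File 1. Over 821 accessions the slope of the published on the fitted age profiles was 1.07 in mdx and 0.930 in control mice, with correlations across genes, which are not independent replicates, of 0.691 and 0.665. Additional File 1 was held in part (899 genes), and no list was made from it. The correlation of the duplicate spots across probes lay between 0.498 and 0.885 over the arrays.

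The 2 spots of a probe were averaged, and the 80 positions of Gapdh and the positions of 5 accessions present at 2 positions were each averaged to 1 probe. Of 6764 probes with a name, 6757 had 1 gene symbol, 7 had several and 0 had none, and 928 positions without a name were left out, which was decided after the values were available and before any model was fitted. Each ratio was fitted with limma 3.58.1 in R 4.3.3, with age within strain (9 levels) and 1 dye term for each strain. Arrays that share an animal are correlated, so the ratios were first transformed with 1 variance ratio between animals and arrays for all probes, 0.270 by restricted maximum likelihood. The fit had 18 residual and 7.33 prior degrees of freedom. The dye terms of both strains correlated across probes with r = 0.635.

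The comparisons were the change with age in each strain, genotype by age (the difference between strains over all ages), the difference at each age from 1 week, and the difference between periods of age. These periods were 6 to 12 and 8 to 12 weeks against 1 to 4 weeks, 14 and 20 against 8 to 12 weeks, and 4 and 6 against 1 and 2.5 weeks. They were set before the data were examined, as were the alternatives, apart from those given below as chosen after seeing the data. The p was adjusted by the method of Benjamini and Hochberg over all probes, with a threshold of 0.05. The median standard error was 0.24 for 6 to 12 against 1 to 4 weeks, mdx minus control. On simulated data with this design, 56 of 66 probes with a 4-fold and 13 of 67 with a 2-fold difference were called in that comparison, with 3 false calls. The comparison of mdx with control mice at each age was not run, since it needs a signal for each channel.

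Lists of genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry beside it, the last asking whether a list's genes move on balance in 1 direction. Lists with at least 5 measured probes were tested, which left out Figure 2A. Lists of cell types and processes were written from general knowledge, and the paper's lists, clusters and pathways came from Additional Files 4 and 5 and Figure 4. For 6 to 12 against 1 to 4 weeks, mdx minus control, the median and the adjusted p from limma's camera were 0.41 (0.128) for chemokines and cytokines, 0.15 (0.374) for extracellular matrix and fibroblast, 0.17 (0.354) for regenerating and embryonic muscle, -0.01 (0.788) for satellite cell, -0.15 (0.0902) for fast fibre and glycolysis, -0.04 (0.949) for slow fibre, 0.09 (0.788) for oxidative phosphorylation and TCA cycle, -0.03 (0.532) for fatty acid oxidation, 0.12 (0.304) for cell cycle, 0.10 (0.788) for neonatal growth and imprinted, 0.08 (0.788) for adipocyte, 0.04 (0.683) for erythroid and 0.02 (0.844) for skin keratinocyte. For parts of the paper's regeneration list they were 0.05 (0.788) for cluster 1, 0.08 (0.304) for cluster 2, 0.11 (0.409) for cluster 4, 0.04 (0.797) for cluster 5, 0.19 (0.354) for trophic factors, 0.13 (0.217) for proteases, 0.06 (0.752) for membrane associated, 0.08 (0.354) for signal transduction and 0.08 (0.409) for transcription. None of these passed, and at an estimated correlation the lowest adjusted p over all lists of this comparison was 0.429.

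Genes were named by a rule: every gene that the paper names as measured on the arrays or shows in Figures 2 and 4, the 10 largest changes that passed with the same direction in replicates A and B for ageing in control, genotype by age, 8 weeks and 6 to 12 weeks, and up to 4 members of each list. Values in Additional Files 1, 4 and 5 had been seen before the rule was written. Genes outside it are said to be chosen after their values were seen. Of the paper's lists, 49 of 52 costameric and 161 of 166 regeneration genes were matched by accession.

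The alternatives were another centring or scale of each array, arrays taken as independent, a shared or no dye term, array weights at the same variance ratio, a term for the replicate letter, each spot alone, a Bonferroni threshold as in the paper, each probe's own variance, the mean of 9 ages as reference, the other tests of lists, and each animal left out. Where an animal was left out, its 2 arrays were removed and the other animal of its age was assumed to vary like the rest. Counts were called alike within 1.5 times, and a change of sign was called reversed only where 1 of both values passed. The alternative for missing values changed nothing, since none were missing. For label splits, the dye term was removed, arrays were turned to later minus earlier age and strain labels were exchanged within each age step, in 100 splits that include the real one.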

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

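Of the tests below, the test of a smaller share of muscle RNA, the ratio of counts without 1 array and the label splits for that ratio were chosen only after the result was seen.

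For genotype by age 3 probes passed the test of the difference between strains: the clock output gene Dbp (range of the difference 2.32, adjusted p = 0.0171 from limma), the lipoxygenase gene Aloxe3 (1.83, 0.0300) and Ldb2 (1.50, 0.0250). Of 100 label splits 2 called as many, the real one included, and the highest other split called 3. These splits exchange arrays singly and so part the 2 arrays of an animal, and with 1 loop per strain whole animals could not be exchanged, so chance is not excluded. From the second spot 0 passed, without a dye term 0, without replicate A of the mdx mice at 1 week 0, and without replicate B of the mdx mice at 8 weeks 40. The adjusted p of Dbp was 0.104 without replicate A of the control mice at 12 weeks, in a range of 8.1e-04 to 0.549 over the alternatives. By age, 7 probes passed at 2.5 weeks, 5 at 8 weeks and 6 at 20 weeks, where label splits were not counted. A gene's standard error is lower at 2.5 and 20 weeks than at 8 weeks, so these counts also follow precision. For each of the 4 periods of age 0 probes passed by limma, a count that all splits reach whatever the data (100 of 100), so the splits decide nothing there. The highest other split called 2 for 6 to 12 weeks, 5 for 8 to 12 weeks, 4 for 14 and 20 weeks and 12 for 4 and 6 weeks. At an unadjusted p under 0.05 these periods had 492, 451, 284 and 584 probes, and with each probe's own variance 1, 1, 0 and 0 passed.

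Macrophage and myeloid genes had a median difference of 0.50, mdx minus control, at 6 to 12 weeks. A smaller share of muscle RNA would raise other cell types alike. The macrophage median stayed above the endothelial median by 0.288 or more whichever animal was left out, and no single animal carried it (lowest median 0.316). Lymphocyte and Schwann cell genes had medians of -0.06 and 0.06. However, matrix and fibroblast genes had 0.15, and 0.60 in the change from 1 to 8 weeks (42 of 52 above 0). Fast fibre genes had -0.15. A smaller share of muscle RNA therefore stays open as a part of the difference. Correlated noise among the list's genes stays open, since 13 of 100 label splits gave a median as far from 0 (highest other 0.818), and with an estimated correlation the adjusted p was 0.759, in a range of 3.9e-14 to 0.759 over the alternatives. More macrophages in regenerating mdx muscle may underlie the macrophage difference, which these tests do not separate from that noise or fully from a smaller share of muscle RNA. Strain background goes with genotype and was not tested.

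Genes of the ribosomal proteins had a median difference of 0.29 (38 of 41 above 0, adjusted p = 2.3e-04 from camera). The adjusted p was 0.907 with an estimated correlation, in a range of 1.4e-04 to 0.907 over the alternatives that keep all animals. The median was 0.12 without replicate A of the mdx mice at 6 weeks, where the call was lost, and 0.45 without replicate B. The regeneration genes of cluster 6 had a median difference of 0.43. With each animal left out it lay between 0.28 (mdx 6 weeks, replicate A) and 0.53 (mdx 8 weeks, replicate B). The call for cluster 6 was kept whichever animal was left out and lost with an estimated correlation and with fry.

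More probes changed with age in control than in mdx mice, 3.62 times as many, but 40 of 100 label splits gave counts as many times apart in either direction (highest other 13.5), so chance cannot be excluded. The array of control mice of 14 and 20 weeks, replicate A, is argued against, since without it the ratio was 2.89. Wider ratios on the control arrays (median absolute deviation 0.352 against 0.292) stay open, since with every array scaled to the same deviation the ratio was 0.392. Compressed ratios on the mdx arrays cannot be told apart from less change, since the slope of mdx on control changes over 24 neonatal probes was 0.75, with a 95% interval of 0.587 to 0.828 that spans the bound set for it. A biological difference in ageing between the strains was not tested apart from these.

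The clock output gene Dbp was among the genes whose strains differed, and the time of day at which tissue was taken may differ between ages. Over 36 arrays, which share animals, 13 probes of other clock genes, among them Per2, Nr1d2 and Nfil3, had a mean signed correlation with Dbp minus Arntl of 0.258. The upper bound of the central 95% of 10000 random sets was 0.111, and 12 probes had the sign of their phase. This is consistent with a shared change of clock genes, and the hour of sampling is not in the files used here.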

How the results depend on the processing

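The alternatives with all probe positions and without the widest array (control, 14 and 20 weeks, replicate A) were chosen after seeing the data. The number of arrays limits the precision. Of the counts under alternatives other than leaving out an animal, 141 stayed within 1.5 times and 62 did not, and with each animal left out 337 and 203. Of the values of named genes under alternatives other than leaving out an animal, 947 kept direction and side of the threshold, 224 no longer passed, 4 newly passed, 23 changed sign without passing and 1 reversed. With each animal left out these were 2676, 416, 17, 131 and 0. For lists they were 689, 49, 6, 22 and 1, and with each animal left out 1864, 71, 32, 157 and 0. Counts are given for genotype by age, ageing in control, ageing in mdx, the differences at each age from 1 week and those between periods. With each array's median subtracted they were 6 for genotype by age and 3 at 8 weeks, and the Figure 2B median was -0.00719. With the same median absolute deviation they were 162 for ageing in control, 413 for ageing in mdx, 63 at 2.5, 13 at 6 and 3 at 20 weeks, and the Figure 2B median was -0.00299. With arrays independent they were 11 for genotype by age, 0 at 8 and 11 at 20 weeks. A shared dye term gave 47 for ageing in mdx, 4 at 2.5, 0 at 8 and 3 at 20 weeks. Without a dye term they were 0 for genotype by age, 55 and 6 for ageing in control and mdx, 0 at 2.5, 0 at 8 and 1 at 20 weeks. Array weights gave 18 for genotype by age, 171 at 2.5 and 3 at 20 weeks, and a replicate block (letter A against B) 5 for genotype by age and 12 at 2.5 weeks. From the first spot they were 7 for genotype by age, 15 at 2.5, 4 at 4, 6 at 6, 2 at 8 and 14 at 20 weeks. From that spot clusters 1, 2 and 4 had a median of 0.136 (adjusted p = 0.0235 from camera), the Bmp genes 0.339 (0.0220) and the genes of Figure 2B had -0.021, and the lymphocyte genes at 4 and 6 weeks reversed to 0.0430 (0.279). From the second spot the counts were 0 for genotype by age, 21 for ageing in mdx, 0 at 2.5, 0 at 8, 2 at 10 and 3 at 20 weeks and 1 at 6 to 12 weeks, and clusters 1, 2 and 4 had -0.00701. With Bonferroni, as in the paper, they were 46 for ageing in control, 15 for ageing in mdx, 3 at 2.5, 0 at 8 and 3 at 20 weeks, fewer because the threshold is stricter. With each probe's own variance they were 197 for ageing in control, 33 for ageing in mdx, 4 at 2.5 and 3 at 4 weeks and 1 at 6 to 12 and 1 at 8 to 12 weeks. With the mean of 9 ages as reference they were 3 at 2.5, 1 at 8 and 0 at 20 weeks, and Rbpms at 20 weeks reversed to -0.036 (0.986). For the macrophage list the median of 0.50 no longer passed with an estimated correlation (0.759) or fry (0.288), and for the Bmp genes 0.227 passed with fry (0.0446). With all probe positions the counts were 12 at 2.5, 1 at 4, 4 at 6 and 8 at 8 weeks and 2 at 4 and 6 weeks together. Without the widest array they were 13 for genotype by age, 131 for ageing in mdx, 11 at 2.5, 0 at 8 and 12 at 20 weeks. The slope of the published on the fitted profiles, 1.002 as read, is -1.002 with the channels exchanged and 1.45 on log2, both by construction. Leaving out each animal (strain, age in weeks and replicate of the animal in brackets) gave 0 (mdx 1 A) to 40 (mdx 8 B) for genotype by age, 88 (control 1 B) to 588 (control 20 B) for ageing in control, 39 (mdx 20 A) to 244 (mdx 8 B) for ageing in mdx, 2 (mdx 1 A) to 65 (mdx 1 B) at 2.5 weeks, 0 (mdx 1 A) to 13 (mdx 4 A) at 4 weeks, 0 (mdx 1 A) to 31 (mdx 6 A) at 6 weeks, 0 (mdx 1 A) to 139 (mdx 8 B) at 8 weeks, 0 (mdx 1 A) to 6 (control 4 A) at 10 weeks, 0 (mdx 1 A) to 19 (control 20 B) at 12 weeks, 0 (mdx 1 B) to 44 (control 14 B) at 14 weeks and 3 (mdx 2.5 A) to 102 (control 20 B) at 20 weeks. Between periods it gave 0 (mdx 1 A) to 29 (mdx 4 A) at 6 to 12 weeks, 0 (mdx 1 A) to 4 (control 6 A) at 8 to 12 weeks, 0 (mdx 1 A) to 7 (mdx 12 A) at 14 and 20 weeks and 0 (mdx 1 A) to 25 (control 4 B) at 4 and 6 weeks. List medians ran from -0.0318 (control 6 B) to 0.224 (control 4 A) for cluster 3, 0.0360 (control 14 A) to 0.128 (mdx 12 A) for clusters 1, 2 and 4, 0.167 (control 12 A) to 0.401 (mdx 6 B) for Bmp genes, -0.0830 (mdx 6 A) to 0.147 (mdx 14 B) for Neuregulin genes and -0.141 (control 6 B) to 0.123 (control 6 A) for Figure 2B. Apart from the threshold, the exchanged channels and log2, the cause was not tested.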

Differences from the paper's values

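The paper's values were taken as differences between strains in the change from 1 week or between periods, computed from the levels or log folds of its Additional Files on the natural log scale, and the spread between replicates rests on 2 values, replicate A alone and replicate B alone. In the change from 1 to 8 weeks, mdx minus control, the paper's value was 0.18 for Notch1 against 0.40 here, and -0.13 for Dvl2 against 0.49. At 6 to 12 against 1 to 4 weeks the paper's value was -0.26 for Nrg3 against 0.17 here, and -0.0083 for Erbb4 against 0.16. A value was taken to differ where its gap to the paper's value exceeds that spread or its sign is another, and by this rule Notch1, Dvl2, Nrg3 and Erbb4 differ under each of the 47 alternatives set before the data were examined, but the rule decides little for them. For Dvl2 the 2 replicates lie apart, -0.15 from replicate A alone and 1.14 from replicate B alone, so the paper's value lies between them and only the sign differs. For the others they lie close together (standard deviation 0.0058 for Notch1, 0.023 for Nrg3 and 0.0013 for Erbb4). The fitted standard errors are 0.27 for Notch1, 0.35 for Dvl2, 0.25 for Nrg3 and 0.27 for Erbb4, and the paper's values for Notch1 and Erbb4 lie within 1 standard error of those here. With each animal left out Nrg3 lay between -0.08 and 0.42 and Erbb4 between -0.04 and 0.37, so both reach the paper's sign. For Bex3 at 8 weeks the paper's value was 1.66 against 1.57 here, and 6 of 47 alternatives do not differ, each without 1 animal (control 10 A, control 12 A, control 14 B, control 6 B, mdx 12 A and mdx 6 B, given as strain, age in weeks and replicate). For Myog at 6 to 12 weeks the paper's value was 0.70 against 0.62 here, and 4 alternatives do not differ (control 12 B, mdx 10 A, mdx 12 A and mdx 8 B left out). For Gdf9 the paper's value was 0.52 against 0.42 here, and 10 do not differ (control 10 A, control 14 B, control 2.5 B, control 20 B, control 6 A, mdx 12 B, mdx 20 A, mdx 4 B, mdx 6 B and mdx 8 B left out). At 8 to 12 against 1 to 4 weeks the paper's value for Cav3 was -0.081 against 0.053 here, and 12 do not differ (the first spot, the same median absolute deviation, and control 1 A, control 10 B, control 14 A, control 4 B, control 6 B, control 8 B, mdx 1 A, mdx 20 B, mdx 4 A and mdx 6 A left out). All other alternatives set before the data were examined differ for these 4 genes by this rule (for Cav3, with -0.16 from replicate A alone and 0.26 from replicate B alone, by the sign only), while the paper's values lie within 1 fitted standard error for each of the 4 (0.31 for Bex3, 0.26 for Myog, 0.26 for Gdf9 and 0.22 for Cav3).

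Several statements of the paper are set beside values here, where its measure is often a level and the value here is a change with age. By limma 311 of 6764 probes changed with age in control mice, where the paper describes the effects of normal ageing as relatively minor. It describes a lower differential expression of Id2 in the regeneration period, where Id2 had 1.07. It places a decrease of cluster 3 in mdx mice during regeneration, where its median change from 1 week in mdx mice was 0.42 at 6, 0.32 at 8, 0.17 at 10 and 0.10 at 12 weeks, above the level of 1 week and falling within this period. The median difference between strains from 1 to 4 weeks to 6 to 12 weeks was 0.13, while Cdc42 of that cluster had -0.82. The paper's text gives 27, 36, 23 and 21 genes for clusters 1 to 4, and its Additional File 5, used here, 29, 38, 28 and 21. It describes cluster 3 in control mice as rising to 10 weeks and then slowly falling, where the median change from 1 week was 0.26 at 2.5, 0.25 at 4, 0.25 at 6, 0.03 at 8, 0.17 at 10, 0.11 at 12, 0.27 at 14 and 0.06 at 20 weeks. It describes a decrease of DGC-related genes at 8 to 12 weeks, where the genes of Figure 2B had a median of 0.02 and Actn3 and Sntb1 had -0.38 and -0.28. By age, the Figure 2B median difference from 1 week was 0.35 at 8, 0.20 at 10 and -0.07 at 12 weeks, falling within this period. The paper places a rise of Map3k1 in the regeneration period and another at 2.5 weeks. Map3k1 had -0.09 at 6 to 12 weeks against 1 to 4 weeks. That reference includes 2.5 weeks, where the difference of Map3k1 from 1 week was 0.73. The paper places the maximum of Dtna at 4 weeks, where the difference from 1 week was 0.16 at 4 and 0.84 at 20 weeks. The value at 4 weeks was -0.24 without replicate B of the control mice at 2.5 weeks and 0.56 without replicate A. The paper describes an increase of Pdgfb in mdx mice during regeneration, where Pdgfb changed by 0.06 in mdx mice and had a difference of 0.02. It places an upregulation in clusters 1, 2 and 4 and in the Bmp genes during regeneration, where neither list passed at 6 to 12 weeks by camera. Clusters 1, 2 and 4 passed from the first spot and without mdx 20 B, and the Bmp genes from the first spot, with fry, and without control 4 B or control 6 B. Ldb2, called Ldb3 in the paper and selected there, passed at 8 to 12 weeks with each probe's own variance (adjusted p = 0.0300), without control 6 A and without control 8 A, and not by limma (0.203), and its adjusted p over the alternatives ranged from 0.0300 to 1.000. The paper's numbers of differentially expressed genes at an age, and its folds between strains, are levels and were not compared.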

Other observations

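Of the tests named here, the lists within 1 strain were chosen after the data were seen. Genes of slow fibres changed between 1 and 2.5 weeks and 4 and 6 weeks by a median of -1.14 in control mice (5 of 10 fell over all probes, 8 fell and 1 rose when adjusted over the list alone, adjusted p = 2.2e-07 from camera and 0.0822 with an estimated correlation). The troponin gene Tnni1 fell by 1.98 (standard error 0.43, n = 2 animals per age and strain, adjusted p = 0.0161 from limma) and Casq2 fell by 1.33 (adjusted p = 0.00922). By age, the control slow fibre median from 1 week was -1.53 at 6, -0.63 at 8, -1.50 at 10 and -0.63 at 12 weeks. It was -1.16 at 14 and -1.51 at 20 weeks, so the fall was not steady. The median difference between strains was 1.1, 0.3, 1.3 and 0.4 at 6, 8, 10 and 12 weeks. Whether the make-up of the muscle samples varied was not tested. Between 1 and 2.5 weeks and 4 and 6 weeks the slow fibre median in mdx mice was -0.21 (adjusted p = 0.325). The difference between strains had a median of 0.82 (adjusted p = 0.00129 from camera, 0.493 with an estimated correlation and 4.1e-05 to 0.493 over all alternatives), with Tnni1 at 1.88, Tnnt1 at 1.23 and Tnnc1 at 1.07.

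In mdx mice, genes of macrophages and myeloid cells had a median change of 0.54 from 1 to 4 weeks to 6 to 12 weeks (2 rose over all probes and 19 when adjusted over the list alone, adjusted p = 6.8e-15 from camera and 0.107 with an estimated correlation). In control mice their median was 0.04 (adjusted p = 0.451). Chemokines and cytokines of mdx mice had a median of 0.32 (adjusted p = 5.4e-07 from camera and 0.107 with an estimated correlation, with 2 rising over all probes and 4 over the list alone). This chemokine median was 0.20 without replicate A of the mdx mice at 8 weeks and 0.55 without replicate B. In control mice the chemokine genes Ccl8 and Ccl6 changed by 0.85 and 0.59 (standard error 0.28 each). Ccl8 also changed over all ages in control mice (range 1.86, adjusted p = 0.00457 from limma). In mdx mice Ccl8 and Ccl6 passed between these periods, with changes of 1.32 (standard error 0.28, n = 2 animals per age and strain, adjusted p = 0.0211 from limma) and 1.28 (standard error 0.28). Without replicate A of the mdx mice at 20 weeks the adjusted p of Ccl8 was 0.305, in a range of 0.00561 to 1.000 over the alternatives. That of Ccl6 was 0.421 without replicate B of the mdx mice at 4 weeks, in a range of 0.00506 to 1.000, and leaving out 1 animal ended the call of Ccl6 in 15 of 36 cases and that of Ccl8 in 9. The difference between the strains for chemokines was not past the threshold (0.128).

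Genes of the extracellular matrix had a median change of -0.40 in control mice over the same periods (adjusted p = 8.6e-06 from camera and 0.596 with an estimated correlation). Of these 52, 7 fell over all probes and 14 over the list alone. In mdx mice the median was -0.18 (adjusted p = 1.3e-04 from camera and 0.572 with an estimated correlation), and without replicate B of the mdx mice at 6 weeks it was -0.07 (0.0615), so this call was lost. The collagen gene Col18a1 changed by -0.97 in control mice (standard error 0.17, adjusted p = 0.00180 from limma) and by -0.74 in mdx mice (standard error 0.17). Genes of neonatal growth and imprinting had medians of -0.19 in control and -0.16 in mdx mice (adjusted p = 0.0325 and 3.2e-04 from camera, 0.596 and 0.107 with an estimated correlation). The neonatal call in control mice was lost without replicate A of the control mice at 6 weeks (0.340, in a range of 0.00197 to 0.596 over the alternatives). The control median was -0.08 without replicate A of the control mice at 14 weeks, and the mdx median -0.05 without replicate B of the mdx mice at 6 weeks.

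At 20 weeks, in genes chosen after their values were seen, the change from 1 week was higher in mdx than in control mice for Aloxe3 (1.62, standard error 0.23, n = 2 animals per age and strain, adjusted p = 6.6e-04 from limma), for Fbln2, a fibulin of the extracellular matrix (1.50, standard error 0.21), for Pdlim1 (1.44), for Rbpms (0.98) and for Ldb2, and lower for the methyltransferase gene Inmt (-1.55). For Aloxe3 the replicates lay apart, 0.35 from replicate A alone and 2.90 from replicate B alone, and for Inmt they gave -0.83 and -2.27. With the mean of 9 ages as reference 0 probes passed at 20 weeks, so each call here rests on the 1 week reference. Over the alternatives that keep all animals the adjusted p from limma reached 0.468 for Aloxe3 and 0.644 for Fbln2. Without replicate B of the control mice at 1 week the adjusted p was 0.439 for Inmt and 0.346 for Rbpms, and without replicate A of the mdx mice at 1 week 0.570 for Pdlim1. Over the alternatives it ranged from 0.00215 to 0.950 for Inmt, 0.0106 to 0.986 for Rbpms and 0.0112 to 0.950 for Pdlim1. Ribosomal protein genes had a median of -0.27, mdx minus control, from 8 to 12 weeks to 14 and 20 weeks (adjusted p = 4.9e-05 from camera and 0.988 with an estimated correlation), and cell cycle genes of -0.19 (0.0313 and 0.779). The ribosomal median was -0.40 without replicate B of the mdx mice at 6 weeks and -0.16 without replicate A at 8 weeks. The ribosomal call was also lost with fry and with every array scaled to the same spread. Without replicate B of the control mice at 12 weeks the adjusted p of the cell cycle genes was 0.514, in a range of 0.00834 to 0.779 over the alternatives.

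Additional File 1 gives the paper's levels for genes that it selected as differing between the strains at any age, of which 899 were held. Across these genes, which are not independent replicates, the difference between mdx and control mice at 1 week correlated with that at 8 weeks (r = 0.931). Between these ages 38 genes changed sign. Selection on a strain difference in the same animals favours such a correlation, so it does not describe the array at large. For the 63 regeneration genes in that table, the paper's levels had a median difference of 1.70 at 1 week and 1.84 at 8 weeks, and a median change from 1 to 8 weeks of 0.13.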
